A study of Caenorhabditis elegans with 6 samples. Its data were reported in "The Caenorhabditis elegans TDRD5/7-like protein, LOTR-1, interacts with the helicase ZNFX-1 to balance epigenetic signals in the germline" (2022).

How the data were processed

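Small RNAs were sequenced from gravid adult *Caenorhabditis elegans* of 2 genotypes, wild-type (N2) and *lotr-1(sam117)*, an allele in which the *lotr-1* coding sequence is deleted. Each genotype was represented by 3 libraries, and the genotype and replicate number of each library were taken from its label. Before library preparation the RNA was treated with a pyrophosphohydrolase (RppH), which leaves a 5' monophosphate on triphosphorylated small RNAs, so that 22G-RNAs, which carry a 5' triphosphate, can be ligated to adapters. Random bases in the adapters reduce ligation bias. Whether they were used to collapse PCR duplicates is not stated, so reads were not taken as independent molecules, and the detection floors below cover counting error only.

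The values used were raw counts per locus as deposited by the authors, with no normalization. The authors removed adapters with cutadapt, aligned reads to the WBcel235/ce11 genome with Bowtie, allowing 1 mismatch and keeping 1 randomly chosen best position for a read that aligned to several, and assigned reads to loci with featureCounts. A read was counted as a 22G-RNA when it was 22 bases long, started with G and lay antisense to an annotated exon of a protein-coding gene, pseudogene or lincRNA (Ensembl release 96) or to a transposon from the RepeatMasker annotation. Copies of a transposon family were summed. Random placement of multi-mapping reads can exchange counts between near-identical paralogs, pseudogenes and transposon copies, so values of such loci are uncertain. Counting used strand, so genes that overlap on opposite strands do not share reads, whereas genes that overlap on the same strand may. Read positions within loci and the other small RNA classes (26G-RNAs, 21U-RNAs and miRNAs) were not analysed here.

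Each library listed the same 22336 loci, 22185 genes and 151 transposon families. Gene symbols, biotypes and coordinates were taken from Ensembl release 115 on the same assembly, WBcel235. In this annotation 22014 of the gene identifiers were found, and the other 171, of which 30 received an adjusted p-value, were kept without a biotype or position. Coordinates are 1-based.

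Total counts ranged from 3150716 to 3829101 per library. These totals hold only 22G-RNAs at the listed loci and are not the sequencing depth. The smallest share that a library could show, taken as 3 counts, was between 7.84e-05% and 9.52e-05% of its counts. A fold change against a genotype whose libraries all had 3 counts or fewer is given as a lower bound. It was computed from counts divided by median-of-ratios size factors, with 3 counts per library as the floor.

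Genotypes were compared locus by locus with DESeq2 1.42.0 in R 4.3.3, using median-of-ratios size factors, a parametric dispersion fit and independent filtering. The study defined deregulated loci by a 2-fold change at 10% FDR, and the Wald test was therefore run against an absolute log2 fold change of 1, with calls at a Benjamini-Hochberg adjusted p-value below 0.1. The study's methods do not state outright whether the 2-fold limit was part of the test or applied afterwards. They define unaffected genes by a p-value at its maximum, which a test against 2-fold gives to many loci. The choice followed that definition, and the other form was run as an alternative. The form used was chosen after reading the study's text and viewing its plots and the opening rows of its supplementary table of results, but before the deposited counts were examined. Fold changes are *lotr-1(sam117)* over wild-type, were not shrunken, and are given with their standard errors (SE). Because 3 libraries were compared with 3, the smallest p-value of an exact two-sided permutation test of a library-level value was 0.1. Locus classes were compared by two-sided Fisher's exact tests over the loci that received an adjusted p-value, with 95% confidence intervals for odds ratios. Loci are not independent replicates. Positions along chromosomes were compared by permutation tests with 100000 resamples, in Python 3.11.15 with numpy 2.4.6 and pandas 2.3.3.

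The loci named in the text were fixed before the counts were examined. They were a list of 16 loci that the study's text discusses or that encode related factors, and, by rule, the 5 genes with the largest rise, the 5 genes with the largest fall and up to 3 transposon families in each direction, among called loci with a mean of at least 100 normalized counts whose libraries did not overlap between genotypes. The list includes Tc1 and the *eri-6/7* locus, for which the study describes a change in these same libraries, and Turmoil2, which it shows, so their results are no independent test.

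Replicates were compared by chi-square tests of their counts over loci with at least 20 counts in the pair. The scripts were tested on simulated counts for 22336 loci, drawn from the real means and library sizes, with 200 loci changed 8-fold. A minimum mean of 10 counts was set for the changed loci, so recovery at loci with fewer counts was not tested. DESeq2 recovered 93% of the changed loci when they changed in both directions and 100% when all rose. The corresponding values for edgeR were 98% and 100%, and neither method made a call among the unchanged loci (0 calls). Because unchanged loci were simulated without any change and tested against 2-fold, few false calls could arise. Far fewer loci changed in the simulation than were called in the data, so it does not test the scaling.

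Alternatives to the main settings, chosen before the counts were examined, were TMM factors, scaling by the total 22G-RNA count, size factors from genes only, no low-count filter, a filter of at least 10 counts in at least 3 libraries, a test against no change followed by the 2-fold limit, 2 forms of edgeR's quasi-likelihood test (version 4.0.16), FDR limits of 5% and 1%, no Cook's distance filter, the replicate number as a block, and leaving out each library in turn. The shared replicate numbers come from the labels, which do not say whether same-numbered libraries were collected together. Size factors from loci with a mean of at least 100 counts were added after the counts were seen.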

Results

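To measure how loss of LOTR-1, a LOTUS and Tudor domain protein of germ granules, affects small RNAs made by RNA-dependent RNA polymerases, 22G-RNAs were counted at genes and transposons in 3 wild-type (N2) and 3 *lotr-1(sam117)* libraries of gravid adults. 22G-RNAs are 22 bases long, start with G and are antisense to the transcripts they target. Wild-type libraries held 3150716, 3457068 and 3829101 counts in replicates 1 to 3, a mean of 3478962 ± 339700 (SD, n = 3). The *lotr-1(sam117)* libraries held 3368618, 3810890 and 3394288 counts, a mean of 3524599 ± 248300 (SD, n = 3). The ratio of the means was 1.01, and the difference was smaller than the spread between replicates (exact two-sided permutation test, p = 1). Libraries were pooled in equimolar ratio before sequencing, and totals of all reads were not used here. These totals therefore depend on pooling and depth and do not measure the abundance of 22G-RNAs. Loci with at least 1 count numbered 14407 ± 229 in wild-type and 14077 ± 75.4 in *lotr-1(sam117)* (SD, n = 3, exact two-sided permutation test, p = 0.2). The chi-square per degree of freedom between libraries of the same genotype was 1.40 to 1.87 across the 6 pairs, so none held the same counts as another, and each library was counted as a replicate as its label states. Because PCR duplicates also raise this ratio, it does not measure the biological spread.

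The deleted gene was examined to check the labels. *lotr-1* (WBGene00008385, chromosome I, 8487618 to 8490938, plus strand, WBcel235) had 477, 522 and 563 antisense counts over its exons in the wild-type libraries and 40, 49 and 60 in the *lotr-1(sam117)* libraries. Normalized counts were 394 ± 10.7 and 64.2 ± 13.7 (SD, n = 3), a log2 fold change of -2.62 (SE 0.165, DESeq2 adjusted p = 1.99e-21). All 6 libraries matched their labels in this respect, although the counts at *lotr-1* did not fall to 0 in any mutant library.

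The study asked at which loci 22G-RNAs were deregulated. Of 22336 loci, 17816 had a count in at least 1 library and 11682 received an adjusted p-value. DESeq2 called 952 loci up-regulated and 951 loci down-regulated more than 2-fold in *lotr-1(sam117)*, together 16.3% of the tested loci. The median absolute log2 fold change was 2.49 among up-regulated loci and 2.43 among down-regulated loci, and 1314 loci changed by more than 2 on the log2 scale. Of the alternatives tried, a DESeq2 test against no change, keeping estimates above 2-fold, moved the number of calls most, to 1935 up-regulated and 1937 down-regulated loci, and total-count scaling moved the balance between the directions most. Median-of-ratios size factors averaged 1.32 ± 0.144 in wild-type and 0.776 ± 0.0553 in *lotr-1(sam117)* (SD, n = 3), although the total counts were similar. When libraries were scaled to equal totals, 498 loci were called up-regulated and 2331 down-regulated, so that the share of up-regulated loci among the calls was 17.6% in place of 50.0%. The median log2 fold change over 8789 loci with a mean of at least 10 normalized counts was -0.05 with size factors and -0.84 with total-count scaling. The 498 up-regulated loci were all among the 952, all 951 down-regulated loci were among the 2331, and 0 loci were called in opposite directions.

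**Figure D1:**
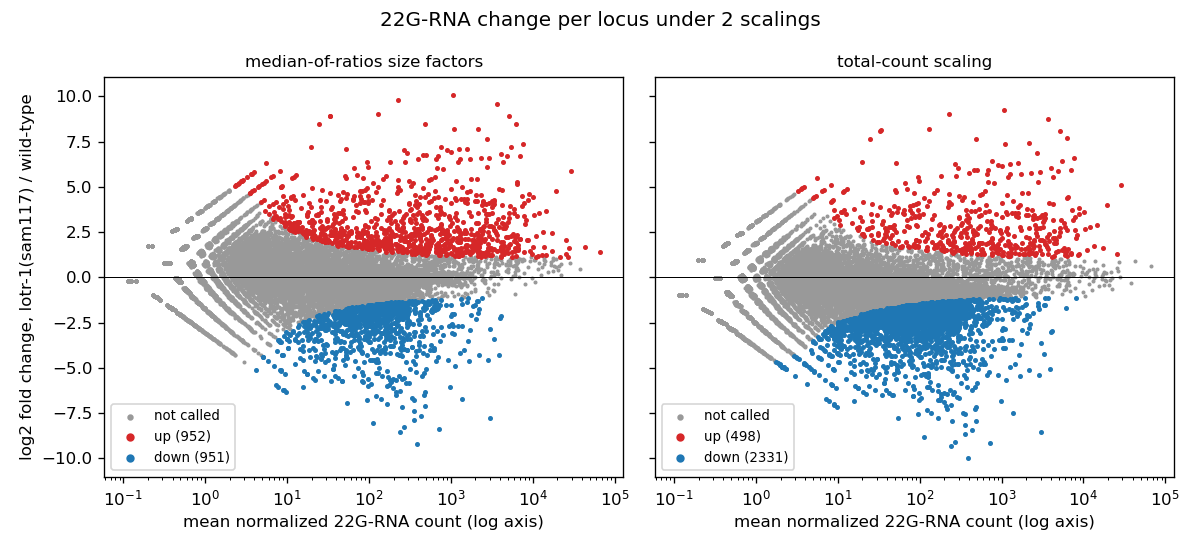
Each point is a locus, with its mean normalized 22G-RNA count on the x axis (log axis) and the log2 fold change of *lotr-1(sam117)* over wild-type on the y axis, with median-of-ratios size factors on the left and total-count scaling on the right. Red points are up-regulated loci (952 on the left, 498 on the right), blue points are down-regulated loci (951 on the left, 2331 on the right), and grey points were not called.

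Calls were also counted by biotype. Among 10724 tested protein-coding genes, 777 were up-regulated and 886 down-regulated. Up-regulation was more frequent at transposons. Of 146 tested transposon families, 67 (45.9%) were up-regulated, against 7.25% of protein-coding genes and 14.1% of pseudogenes (100 of 711). The odds ratio of up-regulation was 10.2 for transposons against all other loci (95% confidence interval 7.20 to 14.4, Fisher's exact test, p = 9.25e-35, Benjamini-Hochberg adjusted p = 7.40e-34 over 8 class tests). It was 6.17 with total-count scaling, where 30 transposon families were up-regulated. Calls also depended on count level. Of 5 equal groups of tested autosomal genes ranked by mean count, the highest held 425 up-regulated genes and the lowest 33. Counts of transposon families are sums over copies, and families were not compared with genes of similar count. Part of the odds ratio may therefore reflect count level. For pseudogenes the odds ratio was 1.94 (95% confidence interval 1.54 to 2.44, Fisher's exact test, p = 3.82e-08, adjusted p = 1.02e-07), and for protein-coding genes it was 0.350 (95% confidence interval 0.291 to 0.421, Fisher's exact test, p = 4.44e-26, adjusted p = 1.77e-25). Down-regulation was less frequent at transposons, with 1 of 146 families (odds ratio 0.0769, 95% confidence interval 0.00193 to 0.436, Fisher's exact test, p = 9.64e-05, adjusted p = 1.93e-04). The frequency of down-regulation at protein-coding genes (8.26%, adjusted p = 0.164), pseudogenes (7.31%, adjusted p = 0.499) and lincRNAs (10 of 68, adjusted p = 0.111) did not differ from that at the other loci in Fisher's exact tests. Up-regulation at lincRNAs (4 of 68) did not differ either (adjusted p = 0.657).

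The share of all 22G-RNA counts at transposons does not depend on the scaling or on which loci were called. It was 9.21% ± 0.0282 in wild-type and 14.1% ± 0.208 in *lotr-1(sam117)* (SD, n = 3). The difference of 4.93 percentage points exceeded the spread between replicates, and its p-value was the smallest that 3 libraries against 3 allow (exact two-sided permutation test, p = 0.1). Without the 5 transposon families with the highest mean count the difference was 2.90 percentage points. As a description of the called loci, which were chosen by this change, the up-regulated loci held 19.3% ± 0.141 of the counts in wild-type and 52.4% ± 0.0505 in *lotr-1(sam117)*, and the down-regulated loci held 13.8% ± 0.145 and 1.49% ± 0.00269 (SD, n = 3).

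**Figure D2:**
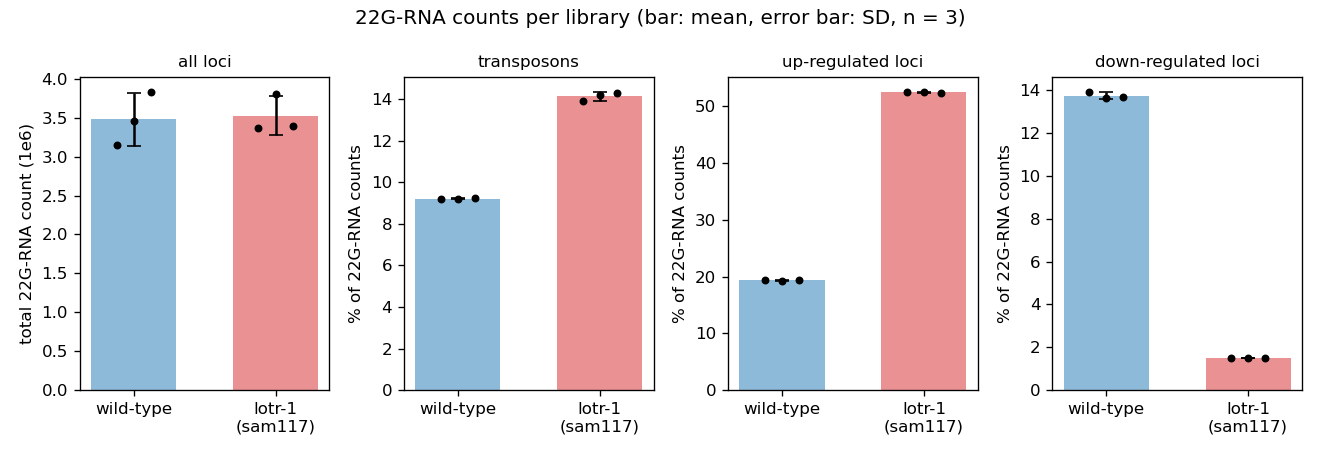
Total 22G-RNA counts (left) and the percent of these counts at transposons, at up-regulated loci and at down-regulated loci in wild-type (blue) and *lotr-1(sam117)* (red), where points are libraries, bars are means and error bars are SD (n = 3). Totals, which also depend on sequencing depth, overlap between the genotypes. Transposons hold 9.21% of counts in wild-type and 14.1% in *lotr-1(sam117)*. The 2 right panels show loci that were chosen for this change.

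Among transposons, Tc1 rose from 13352 ± 293 to 41617 ± 197 normalized counts (SD, n = 3), a 3.12-fold increase (log2 fold change 1.64, SE 0.0306, DESeq2 adjusted p = 2.13e-95). With total-count scaling the log2 fold change of Tc1 was 0.85 and was not past the 2-fold threshold. The 3 families with the largest rise under the naming rule were CER1, Helitron1_CE and Turmoil2. CER1 rose from 250 ± 17.0 to 7426 ± 186 normalized counts (SD, n = 3), a log2 fold change of 4.89 (SE 0.0623). Helitron1_CE rose from 158 ± 15.8 to 2861 ± 68.8 (SD, n = 3), a log2 fold change of 4.18 (SE 0.0796), and Turmoil2 from 386 ± 15.4 to 6438 ± 49.6 (SD, n = 3), a log2 fold change of 4.06 (SE 0.0549). The DESeq2 adjusted p-values of these 3 families were below the smallest number the software can represent, and all 3 were also called with total-count scaling (log2 fold changes 4.11, 3.39 and 3.27). The single down-regulated family, NPALTA1_CE, fell from 2244 ± 81.3 to 869 ± 57.3 normalized counts (SD, n = 3), a log2 fold change of -1.37 (SE 0.0638, DESeq2 adjusted p = 1.02e-07). Counts of a family are sums over its copies in the genome and have no single position. Some elements are listed as separate entries for their parts, so numbers of families are not numbers of separate elements.

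The genes with the largest rise had almost no 22G-RNAs in wild-type. *fezf-1* (WBGene00012639, chromosome IV, 13466097 to 13469399, plus strand) had 3, 3 and 2 counts in wild-type and 1621, 1787 and 1589 in *lotr-1(sam117)*. With size factors this was at least 940-fold more (DESeq2 adjusted p = 5.17e-68). The pseudogene ZK1236.8 (WBGene00023223, chromosome III, 8436700 to 8437811, minus strand) had 0, 1 and 1 counts against 317, 388 and 358. This was at least 200-fold more with size factors (DESeq2 adjusted p = 1.52e-16). *fmil-1* (WBGene00021362, chromosome IV, 3658874 to 3668703, minus strand) rose from 9.86 ± 1.44 to 7405 ± 129 normalized counts (SD, n = 3), a log2 fold change of 9.56 (SE 0.235, DESeq2 adjusted p = 4.31e-289). The pseudogene C25D7.14 (WBGene00014681, chromosome V, 15034380 to 15035420, plus strand) had 2, 0 and 0 counts against 184, 219 and 201. This was at least 114-fold more with size factors (DESeq2 adjusted p = 1.27e-13). Y54G2A.11 (WBGene00021876, chromosome IV, 2765715 to 2771792, minus strand) rose from 21.6 ± 1.91 to 10358 ± 79.7 normalized counts (SD, n = 3), a log2 fold change of 8.90 (SE 0.160), with an adjusted p-value from DESeq2 below the smallest number the software can represent. With total-count scaling the log2 fold changes of these genes were smaller, from 8.11 (Y54G2A.11) to 9.27 (*fezf-1*). The lower bounds above therefore apply to size factors only. Counts at pseudogenes are uncertain where reads also align to a parent gene.

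Conversely, the genes with the largest fall had almost no 22G-RNAs in *lotr-1(sam117)*. F22F1.2 (WBGene00017714, chromosome X, 8149559 to 8150721, minus strand) had 1002, 1013 and 1026 counts in wild-type and 2, 0 and 1 in the mutant, at least 199-fold fewer (DESeq2 adjusted p = 2.15e-21). Y102A5C.36 (WBGene00044213, chromosome V, 16926922 to 16927445, minus strand) had 596, 608 and 681 counts against 0, 2 and 1, at least 123-fold fewer (DESeq2 adjusted p = 6.13e-18). Y53F4B.17 (WBGene00013163, chromosome II, 15058656 to 15064966, plus strand) had 1846, 1871 and 2006 counts against 0, 3 and 7, a log2 fold change of -8.40 (SE 0.463, DESeq2 adjusted p = 5.01e-56). *afmd-2* (WBGene00012866, chromosome IV, 13509224 to 13513433, plus strand) had 656, 692 and 796 counts against 1, 3 and 0, at least 139-fold fewer (DESeq2 adjusted p = 2.82e-22), and it overlaps *seld-1* on the same strand, so reads in the overlap are uncertain. The lincRNA F40H3.6 (WBGene00018252, chromosome II, 6186719 to 6187947, minus strand) had 238, 307 and 356 counts against 1, 0 and 1, at least 58.1-fold fewer (DESeq2 adjusted p = 1.34e-10). All 10 genes in these lists were called in the same direction with total-count scaling.

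Of the 16 loci fixed before the counts were examined, 3 were past the 2-fold threshold, *lotr-1*, Tc1 and Turmoil2, and the same number was past it when DESeq2 p-values were adjusted over the list alone. At the *eri-6/7* locus on chromosome I, where the study asked about a change in 22G-RNAs, *eri-6* (WBGene00016561, 4457375 to 4469460, plus strand) had 10078 ± 311 normalized counts in wild-type and 18524 ± 95.9 in *lotr-1(sam117)* (SD, n = 3). Its log2 fold change of 0.88 (SE 0.0340) was larger than the spread between replicates but below 2-fold (DESeq2 adjusted p = 1), and it was 0.09 with total-count scaling. *sosi-1* (WBGene00016565, 4460146 to 4462704, minus strand) lies within the span of *eri-6* on the opposite strand and changed by a log2 fold change of 0.57 (SE 0.0442) with size factors and -0.21 with total-count scaling. For *eri-7* (WBGene00016566, 4451194 to 4456805, minus strand) the log2 fold change was -0.50 (SE 0.221), and -1.29 with total-count scaling, and neither passed the threshold.

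The other 10 listed genes encode germ granule proteins and Argonautes, namely *znfx-1*, *deps-1*, *mip-1*, *mip-2*, *wago-4*, *wago-1*, *csr-1*, *ergo-1*, *nrde-3* and *prg-1*. With size factors their log2 fold changes lay between -0.42 (*ergo-1*) and 0.27 (*prg-1*). None passed the DESeq2 test against 2-fold (adjusted p = 1 for each), which does not show that they were unchanged. In the DESeq2 test against no change, adjusted p-values were 1.25e-07 for *znfx-1*, 6.03e-07 for *prg-1*, 0.0148 for *mip-1* and 0.0238 for *ergo-1*. For the rest of the 10 genes they were 0.137 or higher. With total-count scaling all 10 were negative, from -1.21 (*ergo-1*) to -0.52 (*prg-1*), and *znfx-1* moved from -0.34 to -1.13 and past the threshold (DESeq2 adjusted p = 0.0869). Reads in the part of *csr-1* that overlaps *frpr-10* on the same strand are uncertain.

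**Figure D3:**
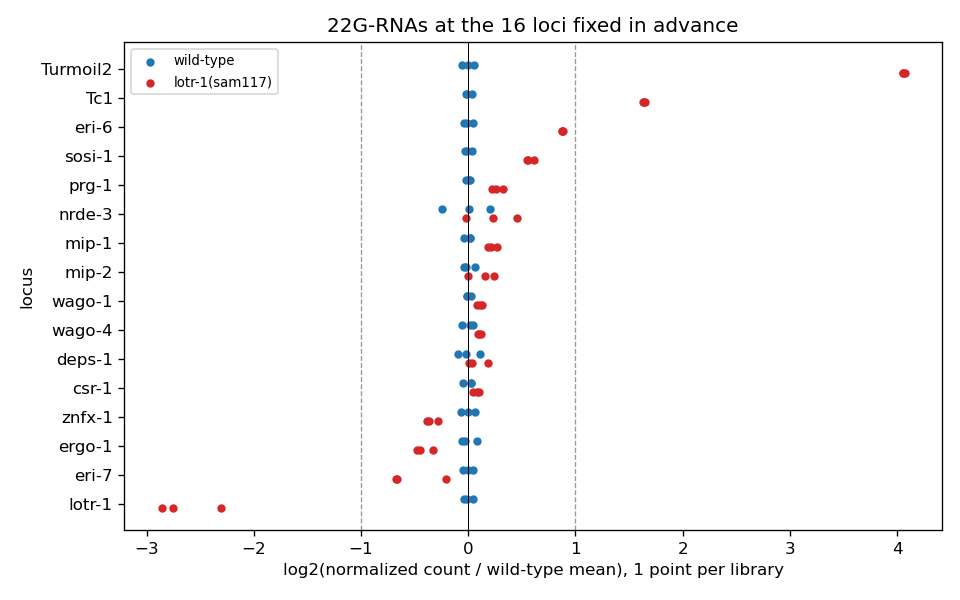
For each of the 16 loci fixed in advance, the log2 ratio of the normalized 22G-RNA count (median-of-ratios size factors) to the wild-type mean is shown with 1 point per library, wild-type in blue and *lotr-1(sam117)* in red, and dashed lines mark 2-fold changes. Only *lotr-1*, Tc1 and Turmoil2 lie beyond the dashed lines, and with total-count scaling Tc1 (0.85) would lie within them and *znfx-1* (-1.13) and *ergo-1* (-1.21) and *eri-7* (-1.29) beyond them.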

Values the study reported

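In *lotr-1* mutants the study reported significantly more 22G-RNAs at 67 transposons. For Tc1 it reported an increase of approximately 3-fold, with an FDR-adjusted p-value of 2.13E-95.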

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

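Scaling by the total 22G-RNA count changed more results than any other alternative tried. It gave 498 up-regulated and 2331 down-regulated loci, with 30 transposon families up-regulated and 4 down-regulated. Among the named loci the log2 fold change became negative for *sosi-1* (-0.21), *prg-1* (-0.52), *wago-1* (-0.68), *wago-4* (-0.68), *deps-1* (-0.71), *mip-1* (-0.57), *mip-2* (-0.65), *csr-1* (-0.71) and *nrde-3* (-0.55). Tc1 was no longer past the 2-fold threshold (0.85) and *znfx-1* passed it (-1.13). The median of 8789 loci moved from -0.05 to -0.84, which is the direction and about the size of these shifts. The 22G-RNA counts alone do not show which scaling reflects amounts per animal, because median-of-ratios factors take the typical locus as unchanged and total-count scaling takes the pool of 22G-RNAs as unchanged. With size factors the summed normalized counts were 1.73-fold higher in *lotr-1(sam117)* than in wild-type. The study, normalizing to all non-structural reads, reported no change in global 22G-RNA levels. That is closer to total-count scaling, although a share of reads does not give amounts per animal either.

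The form of the test also moved the counts. A DESeq2 test against no change, keeping estimates above 2-fold, gave 1935 up-regulated and 1937 down-regulated loci, with 90 transposon families up-regulated and 2 down-regulated. The corresponding edgeR test gave 1549 and 1771 loci, with 91 and 2 transposon families. The edgeR test against 2-fold gave 1253 and 1366 loci, with 84 and 1 transposon families. The DESeq2 test against no change called all 952 and 951 loci of the test against 2-fold, and the edgeR tests shared 904 and 948 of them. Beyond the change of null hypothesis, the cause was not tested. The DESeq2 test against 2-fold gave the number of up-regulated transposons and the adjusted p-value of Tc1 that are quoted from the study above, and the test against no change did not, so the study appears to have included the limit in its test.

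With TMM factors, size factors from genes only, size factors from loci with a mean of at least 100 counts (added after the counts were seen), no low-count filter, the filter of at least 10 counts in 3 libraries, and FDR limits of 5% and 1%, the counts ranged from 792 to 1016 up-regulated and from 749 to 1001 down-regulated loci. Leaving out each library in turn gave from 829 to 852 up-regulated and from 811 to 860 down-regulated loci, with 64 to 68 transposon families up-regulated and 1 down-regulated. The odds ratio of up-regulation at transposons was above 1 under each alternative, from 6.17 (total-count scaling) to 16.0 (no low-count filter). The Cook's distance filter removed 0 loci, so switching it off could not move a result. Apart from total-count scaling, the direction and call of each named locus were the same under each alternative, leave-one-out fits included.

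With the replicate number as a block, 834 loci were up-regulated and 822 down-regulated, with 65 transposon families up-regulated and 1 down-regulated. Deviations from the group means of same-numbered libraries were correlated at -0.00915 to 0.0232 across 5872 loci, so the numbers showed no pairing. Under the block the ratio of total counts was 1.02 and the difference in transposon share 4.93 percentage points.

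The ratio of total counts, 1.01, fell below 1 with genes only (0.958) and without the 10 loci with the highest mean count (0.976), and ranged from 0.967 to 1.07 when each library was left out. The exact two-sided permutation test gave p = 0.7 both with genes only and without the 10 loci. The leave-one-out ratios were not tested and fell on both sides of 1, so the totals give no direction. The difference in transposon share ranged from 4.85 to 5.05 percentage points when each library was left out. In the main fit 11682 of the 22336 loci received an adjusted p-value, and the others could not be called. Without the low-count filter 17816 loci were tested, and its 907 up-regulated and 897 down-regulated loci were all among the main calls. Depth was not varied, so its effect on loci with few counts was not tested.

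The 6 libraries can be split into groups of 3 in 10 ways, of which 4 part all 3 same-numbered pairs, as the real split does, and the other 6 part 1 pair. For the up-regulated loci, the down-regulated loci, the up-regulated and down-regulated transposons and the fixed loci past the threshold, 1 of these 4 splits, the real one, gave a result as large. The other splits, 9 in all, gave 0 calls and 1 to 3 loci with an unadjusted p-value below 0.05, against 2181 in the real split. Because the real split is always counted, the smallest possible share is 1 of 4, which is above 0.05. Each of the other splits mixes the genotypes within its groups, so that the difference between genotypes widens the spread within groups, and their low counts say little about how many calls chance alone would give.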

Other observations

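The tests of the region around *lotr-1*, of the counts left at *lotr-1*, of X against the autosomes and of other splits of the libraries were chosen only after the results were seen, and the tests of chromosome position and of the shift with total-count scaling were chosen after those patterns were noticed but before their outcome was known.

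Up-regulated and down-regulated genes lay at different places along the autosomes. The pattern was noticed in the calls along chromosome I, in a look at the data that also covered 8 gene families by symbol, exon length and the number of calls per chromosome, of which position was followed up. With 0% at the chromosome midpoint and 100% at its end, the median distance on the autosomes was 64.9% for 769 up-regulated genes, 38.4% for 864 down-regulated genes and 44.4% for tested genes that were not called, a difference of 26.5 percentage points between the up-regulated and down-regulated genes (permutation test within chromosomes, p = 1e-05, the smallest that 100000 resamples can give). In the outer parts of the autosomes, beyond 50%, 10.9% of tested genes were up-regulated and 6.96% down-regulated, and in the central parts 4.64% and 9.67%. The difference was 33.9 percentage points on chromosome I, 19.6 on II, 24.2 on III, 18.7 on IV, 26.7 on V and -0.44 on X, where p was 0.89. Adjusted over the 6 chromosomes by the Benjamini-Hochberg method, the permutation p-values were 1.5e-05 on I, II, III and V, 0.00012 on IV and 0.89 on X.

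Several technical explanations of this pattern were tested. It was not limited to chromosome I, where *lotr-1* lies, since the difference on chromosomes II to V was 22.98 percentage points. It was 26.54 among protein-coding genes, 26.25 without genes that overlap a listed gene on the same strand, and 25.59 among calls made with total-count scaling. Each of these tests had a permutation p of 1e-05. The overall difference on the autosomes, 26.48, had the same p when labels were permuted within 5 strata of mean count and within 5 strata of exon length. Taken alone, the stratum with the lowest counts, which held 33 up-regulated and 11 down-regulated genes, showed no detectable difference (6.57 percentage points, permutation p = 0.71, Benjamini-Hochberg adjusted p = 0.71 over the 10 strata). The other 4 strata of mean count gave 18.7 to 28.7 and the 5 strata of exon length 22.4 to 32.2, with adjusted p-values of 1.4e-05 to 7.8e-05. The p-values within strata were computed after the overall result was seen. The difference on the autosomes exceeded that on X by 26.92 percentage points (permutation p = 7e-05). Genes near each other are not independent, so these p-values are likely too small. Repeats and gene families are unevenly spread along chromosomes, and neither the random placement of multi-mapping reads nor the distance of genes to repeats was tested, so the pattern cannot be told apart from an effect of read placement. Most deregulated genes were mutator or WAGO targets in the study's classification. Target class was not tested here, so position is not shown to set the direction of change. A move of 22G-RNA production toward loci on the chromosome arms in *lotr-1(sam117)* is therefore only a candidate.

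With total-count scaling the typical locus was lower in *lotr-1(sam117)*, by a median of -0.797 in log2(CPM + 1), where CPM are counts scaled to equal totals. The median of the DESeq2 fold changes under the same scaling, which use no pseudocount, was -0.84. A few abundant loci could cause such a shift by taking up counts. Leaving out the 100 loci with the highest mean count and rescaling left -0.601, leaving out the transposons left -0.736, so neither set accounts for most of it. The pair of libraries with the closest totals, wild-type replicate 3 and *lotr-1(sam117)* replicate 2, gave -0.813, but the totals were similar between genotypes from the start, so this comparison could hardly have differed and does not test library depth. Leaving out the 1000 loci with the highest mean count left -0.002. Because this ranking used both genotypes, loci that rose in the mutant rank higher for that reason, and leaving them out removes part of the change itself, so the abundance of a locus is not shown to be the cause. Whether 22G-RNAs became more abundant at the up-regulated loci or less abundant elsewhere cannot be told apart with these counts alone. The study's report of unchanged global 22G-RNA levels, relative to all non-structural reads, is closer to an unchanged pool.

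The region around *lotr-1* held many down-regulated genes. Within 1 Mb on either side, 44 of 307 tested genes (14.3%) were down-regulated, a share higher than in 98.1% of equally wide windows centred on the other tested autosomal genes, whose median was 8.36%. Among windows in the central parts of chromosomes II to V it was higher than in 99.6%. Windows overlap, so these percentiles are not p-values, and the window was chosen after the calls on chromosome I were seen. Strain background linked to the *lotr-1* allele is a candidate explanation, since linked variants or inherited 22G-RNA states could be carried along with it. The study reported that most genes deregulated in other *lotr-1* alleles were similarly affected in *lotr-1(sam117)*. Whether the genes in this window are among them was not examined here. These 44 genes are a small part of the 951 down-regulated loci.

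Some counts remained at *lotr-1* although its coding sequence is deleted. Relative to wild-type, 16.3% of the counts remained with size factors and 9.44% with total-count scaling. The untranslated regions make up 10.93% of the exonic bases (315 of 2883). The ends of the deletion were not examined here. If the untranslated regions are intact, reads from them could account for a remainder of this size, but without read positions this cannot be told apart from misplaced reads.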
